A study of Rattus norvegicus with 6 samples. Its data were reported in "Discovery of Novel MicroRNAs in Rat Kidney Using Next Generation Sequencing and Microarray Validation" (2012).

How the data were processed

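Kidney RNA from 6 male Big Blue transgenic rats of the Fisher 344 strain was measured, 1 array per animal. Replicates 13, 14 and 15 were untreated controls. Replicates 19, 20 and 21 received aristolochic acid (AA), a plant toxin that forms DNA adducts and harms the kidney. Groups and replicate numbers were taken from the sample labels. The replicate numbers are not shared between the groups, so no animals were paired. The labels name no batch, slide or scan day.

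The arrays were custom vertebrate microRNA (miRNA) chips read in 1 colour, Cy3. Per the file headers and the study's methods, the RNA was tailed and tagged before hybridisation, the dye bound the tag, and a laser scanner recorded each spot. The deposited scanner files give the median pixel intensity of 15066 spots per array, on a linear scale, with neither background correction nor normalization. They hold no local background column. Each array carries 5460 standard probes on 2 spots each and 100 custom probes on 3 spots each. The custom probes target candidate rat sequences that the study picked by sequencing kidney RNA, and its text says that the 6 animals on the arrays were among those sequenced. A further 1032 control spots and 2814 empty spots were present.

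The authors also deposited a table of normalized intensity for 5559 of the 5560 probes. Their methods describe background subtraction, normalization with a LOWESS filter, log2 transformation, centring, a filter at an intensity of 32 and a t-test. Each column of this table was set against the scanner signal of the same array, after subtraction of the median of the empty spots, over the 566 probes at or above 32 on every array. Pearson's r on the log2 scale was between 0.969 (AA replicate 20) and 1.00 (control replicate 14) across probes. The values are therefore linear, follow the scanner signal in direction and are not centred by gene. The column medians were 2.44, 2.21 and 2.42 for control replicates 13, 14 and 15, and 2.39, 1.24 and 2.01 for AA replicates 19, 20 and 21. The LOWESS reference and the way spots were combined are not stated.

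Scanner intensity was background-corrected with normexp at an offset of 50 on all spots. Control and empty spots were then left out. The log2 signal was quantile-normalized between arrays, and the spots of a probe were averaged. A probe was tested when it reached 32 on at least 1 array in the authors' deposited table. The probe outside that table, Candidate_84, was filtered on scanner signal minus the empty-spot median. These steps left 1132 probes. AA was compared with control by lmFit and eBayes in limma 3.58.1 under R 4.3.3, with Benjamini-Hochberg adjustment over the tested probes and a threshold of 0.05. A fold change near the floor is understated by the offset. A probe was called well above background on an array when its signal passed the median of the empty spots plus 3 robust SDs, a definition made for this work. Signal over background and the number of arrays limit the precision.

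Rat probes were the 679 probes for which the files give a rat name starting with rno-. The rule written before the data were examined spoke of names starting with rno-. The files' reporter names start so for 348 probes only, because a sequence shared by several species carries the name of 1 of them. The wider reading was chosen after the files were seen, and the count under reporter names is given with it. Of the 180 rat probes tested, 179 carry the name of a miRNA gene in RefSeq on GRCr8. The array files name no genome build, so no coordinates are given. The 14 mature sequences named by the study were matched by sequence, either identical or one wholly inside the other, and the closest probe was taken for each. Of these, 12 had a probe and both miR-509 arms had none, so these are given no value.

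Under the same rule 3 further probes matched, and the text names them too, after their values were seen. The text names the probe of each of those sequences, and, among rat and custom probes past the adjusted threshold whose groups do not overlap, the 5 largest rises and 5 largest falls. List members are named only where the list or the member passed. These rules, the tests and 4 fixed miRNA lists were written before the data were examined. The lists were tested on the rat probes with fry in limma, and with camera at an estimated correlation as an alternative. Alternatives covered background correction, normalization, the filter, the test, array weights, averaging of spots, the deposited values and leaving out each replicate. The planned subtraction of a local background could not be run, and the median of the empty spots of the same block was subtracted in its place. A block on slide or scan was not run because the labels and files name none.

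The code was tested on simulated data. Scanner values were drawn for the 1132 tested probes with 200 of them changed by 2 on the log2 scale. With the spread of the 6 arrays, limma recovered 71.5% of the changed probes, 4.03% of its calls were false, and the median fitted size was 1.71. On the same values the methods' t-test with Benjamini-Hochberg adjustment recovered 38.0%, and 8.43% of its calls were false. With the spread found when AA replicate 20 was left out, limma recovered 82.0%, again on 6 simulated arrays. In both cases the noise was independent between probes, and each probe had the same spread on every array. An array that lost signal, as AA replicate 20 did, was not simulated, so these rates may not hold for the real arrays. Plots were drawn with matplotlib 3.10.9.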

Results

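The study used an array to look again at candidate rat miRNAs that it had found by sequencing kidneys of AA and untreated rats. Here the arrays are read for detection and for differences between AA and control. Data were collected from 3 control and 3 AA arrays. AA was given at 10.0 mg/kg on 5 days a week for 12 weeks from an age of 6 weeks, and the kidneys were taken 1 day after the last dose.

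The arrays differed in brightness. The mean signal of the miRNA probes above the empty-spot median was 484, 300.1 and 263 on control replicates 13, 14 and 15. It was 483, 149 and 270.0 on AA replicates 19, 20 and 21. The 5S rRNA control spots differed more, with a mean of 366 on AA replicate 20 and between 3109 and 6846 on the other arrays. Of the 1132 tested probes, 66.8% were well above background on AA replicate 20, against 84.9% on AA replicate 21, 97.9% on AA replicate 19 and 90.4% to 95.5% on the control arrays. The median SD between spots of a tested probe within an array lay between 0.12 and 0.20 on the log2 scale.

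**Figure D1:**
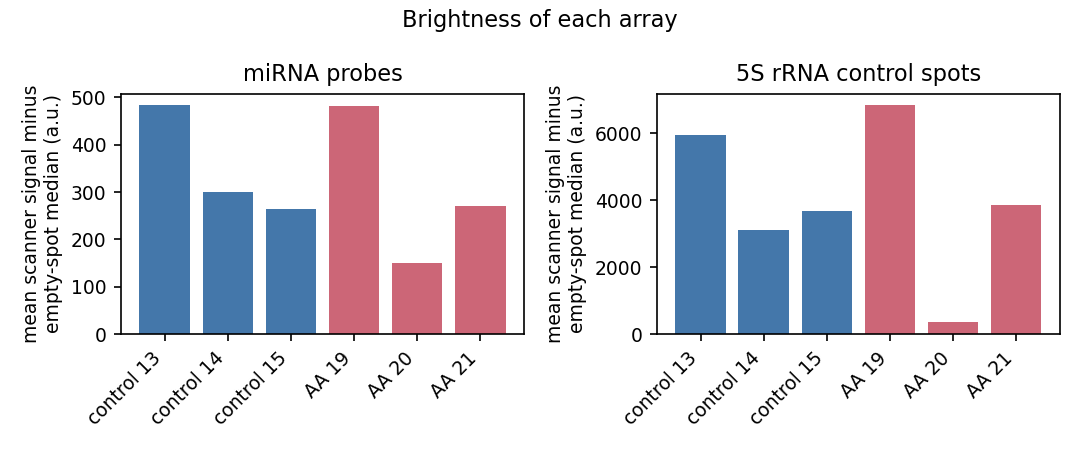
Mean scanner signal minus the empty-spot median, in arbitrary units, for the miRNA probes (left) and the 5S rRNA control spots (right), with a bar for each array, blue for control and red for AA. AA replicate 20 is the dimmest array in both plots, at 149 and 366.

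Agreement between arrays was measured as Pearson's r across the tested probes, which are not independent replicates. The median over the 15 pairs was 0.951, with an SD of 0.055. Pairs that held AA replicate 20 had an r between 0.818 and 0.867, and the remaining pairs between 0.937 and 0.988. The median r was 0.955 within the control group, 0.867 within the AA group and 0.951 between the groups. The AA median is that of a pair with AA replicate 20. AA replicates 19 and 21 had an r of 0.955, against 0.937 to 0.963 for pairs between the groups without AA replicate 20. That pair of AA arrays was thus no more alike than pairs across the groups. Cyclic loess moved the median r over the 15 pairs most, to 0.936. The first principal component held 59.8% of the variance and set AA replicate 20, at 32.2, apart from the other arrays, which lay between -11.0 and -3.1. The second held 17.9% and set control replicate 15 and AA replicate 21, at 11.8 and 9.7, apart from the others, which were all below 0.

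**Figure D2:**
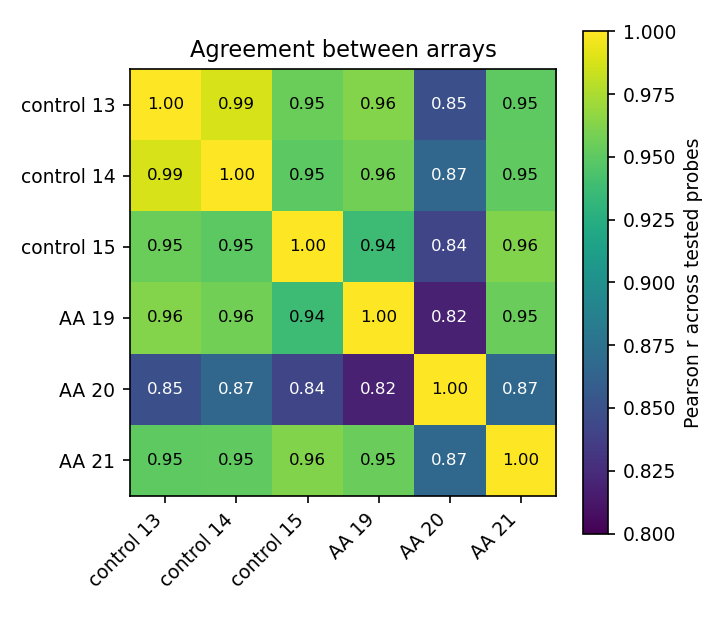
Pearson's r across the 1132 tested probes for each pair of arrays, from quantile-normalized log2 signal, with colour from 0.8 to 1. The row and column of AA replicate 20 hold the lowest values, from 0.82 to 0.87.

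Detection was counted in the deposited normalized values at an intensity of 32, the threshold in the study's methods. Of 5559 probes, 1131 (20.3%) reached it on at least 1 array and 566 (10.2%) on all 6. Single arrays had between 717 (AA replicate 20) and 875 (control replicate 15) such probes. Of 679 rat probes, 180 (26.5%) reached it on at least 1 array and 101 (14.9%) on all 6. Of 99 custom probes in the table, 38 (38.4%) reached it on at least 1 array and 19 (19.2%) on all 6. Of 4781 probes of other species, 913 (19.1%) and 446 (9.33%) did so. Background-subtracted scanner signal moved the first count most, to 1523 of 5560 probes.

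Among the mature sequences named by the study, the number of arrays at or above 32 was 6 for the rno-miR-1839-5p probe and 5 for that of rno-miR-1306-3p. It was also 6 for rno-miR-3601, for rno-miR-3599, for rno-miR-3600 and for rno-miR-3598, and 1 for the rno-miR-3068-5p probe. The study had kept rno-miR-3598 to rno-miR-3601 partly for reaching 32 on each array, so their 6 of 6 follows from that choice. The probes of both miR-1843 arms reached it on 0 of 6 arrays and were not tested. The same held for rno-miR-1306-5p, for rno-miR-3068-3p and for rno-miR-1839-3p. The rno-miR-1306-5p probe was not well above background on any control array. The targets of the rno-miR-1306-3p probe, the rno-miR-3068-5p probe and the rno-miR-1839-3p probe differ from the rat sequence in length, one holding the other whole. So do 3 further probes that match less closely: hsa-miR-1306, for rno-miR-1306-3p, at or above 32 on 4 arrays, and Candidate_492, for rno-miR-1843-5p, and cfa-miR-1306, for rno-miR-1306-5p, on 0.

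The comparison of AA with control asked which miRNAs AA changed. Of the 1132 tested probes, 2 passed the adjusted threshold of 0.05 in limma, both higher in AA. A further count at an unadjusted p under 0.05 gave 56 probes, of which 13 were higher and 43 lower in AA. The 3 AA values lay wholly above or below the 3 control values for 113 probes, or 9.98%, where chance gives 10% for 3 against 3. On the same arrays this share ran from 5.04% with no normalization to 18.6% with no filter. It was 26.8% without AA replicate 20, and the leave-outs ran from 15.4% (control replicate 14) to 29.3% (AA replicate 19). Chance gives more than 10% when an array is left out. The share moved with the processing, so it does not settle whether AA changed miRNAs. Array quality weights moved the number of calls most, to 44. Without AA replicate 20 there were 3 calls, and without control replicate 13, 14 or 15 or AA replicate 19 or 21 there were 0. The methods' t-test on the same values gave 53 probes at an unadjusted threshold of 0.05, of which 28 were higher in AA, and 2 after Benjamini-Hochberg adjustment.

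Of the 180 rat probes tested, 1 passed over all probes and 1 when adjusted over the list alone, with 11 at an unadjusted p under 0.05. Under reporter names starting with rno-, 0 of 50 tested probes passed in limma, with 3 at an unadjusted p under 0.05. The rat probe that passed carries the reporter name hsa-miR-34a and is not in that set, so this 0 does not test its call. Of the 39 custom probes tested, 0 passed in limma over all probes and 0 when adjusted over the list alone, with 3 at an unadjusted p under 0.05. Of the 7 tested probes of the study's mature sequences, 0 passed in limma over all probes and 0 when adjusted over the list alone, with 1 at an unadjusted p under 0.05. The methods' t-test after adjustment called 0 custom probes and 0 of these 7 probes. When adjusted over the list alone, the methods' t-test called 1 of the 7. Leaving out replicates also changed counts adjusted over the list alone: the custom count was 2 without control replicate 15 and 2 without AA replicate 20, and the study count was 1 without AA replicate 20. Both lists came from sequencing that, per the study, included these animals, so a count over either list alone is not independent of them.

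The rat probe past the threshold was that of rno-miR-34a, with the target UGGCAGUGUCUUAGCUGGUUGU. Its mean log2 signal was 6.37 ± 0.05 in control and 8.95 ± 0.25 in AA (SD, n = 3). The log2 change was 2.58 with a standard error of 0.25 and an adjusted p of 0.00864 in limma, and 3 of 3 AA arrays lay above every control array. In the deposited values the probe read between 15.8 and 18.1 in the control replicates, and 424, 267 and 439.5 in AA replicates 19, 20 and 21. Before normalization the scanner signal on AA replicate 20, 58.7, was close to that on control replicate 13, 47.6. The call was lost under cyclic loess, median scaling and no normalization, and without any 1 array other than AA replicate 20, with a log2 change between 2.25 and 2.67 in these 8 cases. In RefSeq on GRCr8, Mir34a lies inside the long non-coding RNA gene LOC103692514, between H6pd and Gpr157. The other probe past the threshold, mdo-miR-34a, is named because the count was small, after its values were seen. Its target, UGGCAGUGUCUUAGCUGGUUGUU, holds the whole rat miR-34a target. Its log2 change was 2.52 with a standard error of 0.23 and an adjusted p of 0.00864, so the calls are not independent.

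The rno-miR-3598 probe, with the target UCUAGGGCUGGAGAGAUGGCUA, had a mean log2 signal of 7.99 ± 0.08 in control and 8.76 ± 0.22 in AA (SD, n = 3). The log2 change was 0.77 with a standard error of 0.25, and 3 of 3 AA arrays lay above every control array. It did not pass the correction, with an adjusted p of 0.871 in limma over all probes and 0.119 when adjusted over the list alone. Over the alternatives the adjusted p ran from 0.0365, under array quality weights, to 0.996. The smallest p that an exact permutation test of 3 against 3 allows is 0.10. Before normalization its signal was 420.0, 203 and 144 in control replicates 13, 14 and 15, and 992, 56.8 and 348 in AA replicates 19, 20 and 21. AA replicate 20 was thus the lowest of the 6 arrays before normalization, and above every control array after it.

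The other tested probes of the study's sequences differed between the groups by less than 2 standard errors. The log2 change was -0.016 with a standard error of 0.33 for rno-miR-1839-5p, 0.18 with 0.26 for rno-miR-3068-5p, and -0.21 with 0.39 for rno-miR-1306-3p. It was -0.15 with a standard error of 0.37 for rno-miR-3599, -0.31 with 0.29 for rno-miR-3600 and 0.09 with 0.25 for rno-miR-3601. For hsa-miR-1306, the further probe of rno-miR-1306-3p, it was -0.18 with a standard error of 0.40. Their adjusted p in limma lay between 0.885 (rno-miR-3600 and rno-miR-3068-5p) and 0.983 (rno-miR-1839-5p). The sign of the change turned for hsa-miR-1306, for rno-miR-3601, for rno-miR-1306-3p, for rno-miR-1839-5p and for rno-miR-3599 under at least 1 alternative.

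The fixed lists asked whether miRNAs of a common role moved together. None of the 4 lists passed in fry, 0 passed in camera with an estimated correlation, and 0 had an unadjusted p under 0.05 in fry. The p53 response list, with 9 tested members, had a median log2 change of 0.08 and an adjusted p of 0.501. Without the miR-34a probe its median was 0.07, with 6 of 8 members higher, and its mean change was -0.05, against 0.24 with the probe. The fibrosis list, with 7 tested members, had a median of 0.53 and an adjusted p of 0.501. The leukocyte list, with 4 tested members, had a median of 0.13 and a mean of 0.06, while the direction of its test was downward, with an adjusted p of 0.836. The kidney epithelium list, with 13 tested members, had a median of -0.27 and an adjusted p of 0.836. Leaving out AA replicate 20 changed 1 call: the fibrosis list then had a median of 0.84 and an adjusted p of 0.00299.

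**Figure D3:**
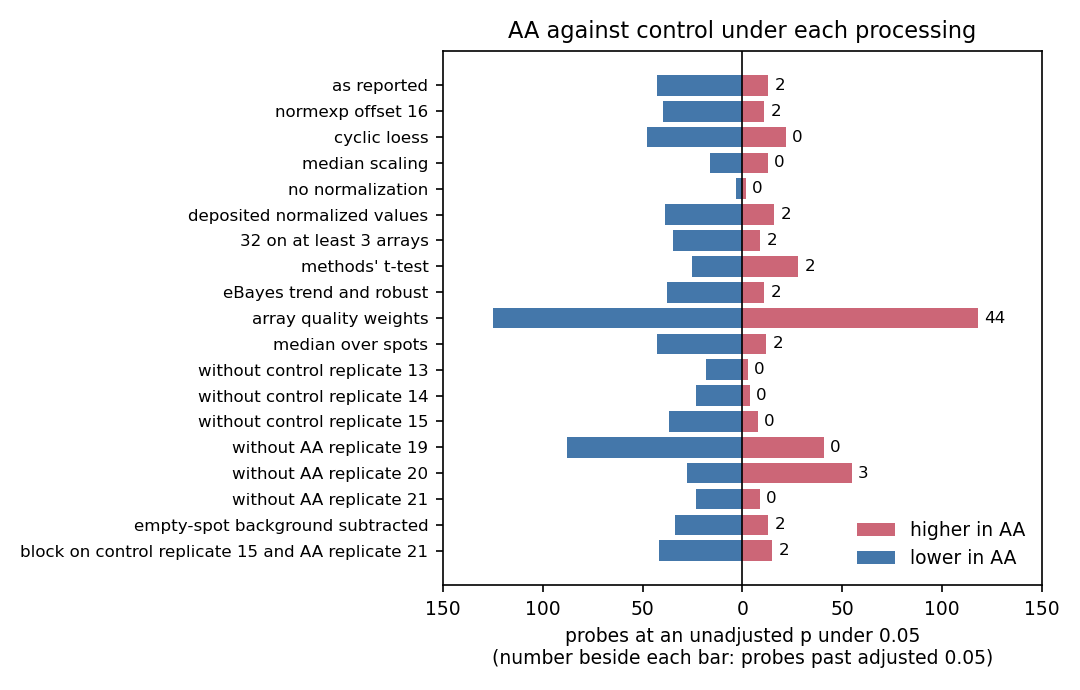
Number of probes at an unadjusted p under 0.05 that were higher (red, to the right) or lower (blue, to the left) in AA, for the processing as reported and each alternative except testing without a filter. The number beside each bar counts probes past the adjusted threshold, which was 2 as reported and 44 with array quality weights.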

Values the study reported

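The study reported that 1,495 of 5,560 miRNAs on its array were expressed at an intensity cutoff of 32. For rno-miR-3598 it gave a P of 0.0134 between AA and control on the array. It described rno-miR-1839-5p as expressed in all 6 array samples and rno-miR-1306-3p in 5 of them.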

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

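The tests in this part were chosen after the result was seen. The control spots named a-PUC2MM2d take no part in the comparisons. Their mean signal above the empty-spot median on AA replicate 20 was 6275, which is 2.27 times the highest control array (2765, control replicate 14). Of 60 control reporters, this was the only one with a signal of 32 or more that was over 2 times brighter on an AA array than on every control array. The files name these spots as spike calibration controls and do not say what they bind.

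The related a-PUC2PM control spots were also brightest on AA replicate 20, at 33630, against 15279 to 23931 on the control arrays. The ratio of a-PUC2MM2d to a-PUC2PM was 0.187 on AA replicate 20 and 0.181 on control replicate 14, against 0.0766 and 0.0255 on control replicates 13 and 15 and 0.0363 and 0.0220 on AA replicates 19 and 21. A general rise of this kind of control would keep the ratio, and it is above that of every control array, though only slightly above that of control replicate 14. With control ratios this far apart, a general rise cannot be told apart from a change in these spots alone. No biological explanation was tested, since the spots are calibration controls, and the difference rests on 1 array.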

How the results depend on the processing

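The block on control replicate 15 and AA replicate 21, the subtraction of the empty-spot median, the count by reporter names, the count over every probe that matches a sequence, and median scaling and the deposited values for the lists were chosen after seeing the data. The other alternatives were planned. Where no cause is given, the cause was not tested.

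The 2 calls were kept, as the same probes, under normexp with an offset of 16, no filter, a filter at 32 on at least 3 arrays and subtraction. The same held under the methods' t-test, the trended and robust prior, the median over spots, the block and the deposited values. With the deposited values, the floor of 32 gave all control values of both miR-34a probes the same value. Their control spread and log2 change there are set by that floor, so this setting is a weak check. The number of calls was 0 under cyclic loess, 0 under median scaling and 0 with no normalization, with 70, 29 and 5 probes at an unadjusted p under 0.05. The rat count was 0 under each of these 3 as well. It was also 0 by reporter names starting with rno-, a set without the rno-miR-34a probe, whose reporter name is hsa-miR-34a. Array quality weights gave 44 calls, of which 17 were higher in AA. The 44 held 9 rat probes, with 4 higher, and 6 custom probes, with 4 higher, and 1 of the custom probes was that of rno-miR-3598. Over every probe that matches a study sequence, 8 tested, the count in limma was 0, with 1 at an unadjusted p under 0.05. The weight of AA replicate 20 was 0.124, the lowest of the 6, and the weight of control replicate 14 was 5.17, the highest. The estimation of these weights stopped before its tolerance was met.

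Leaving out replicates gave 0 to 3 calls over all probes, 0 to 1 among rat probes, 0 among custom probes and 0 among the study's sequences. When adjusted over the list alone, the rat count stayed at 1 over every leave-out, and the custom count was 2 without control replicate 15 and 2 without AA replicate 20. The count was 0 without control replicate 13, 14 or 15 and without AA replicate 19 or 21, where 5 arrays were left and the adjusted p of rno-miR-34a ran from 0.0787 to 0.133. Without AA replicate 20 there were 3 calls, both miR-34a probes and ppy-miR-720, an other-species probe named here after its values were seen. The direction of the probes at an unadjusted p under 0.05 depended on AA replicate 20 and on the test: 23.2% of 56 were higher in AA with it, and 66.3% of 83 without it. On the same arrays the share was 52.8% of 53 with the methods' t-test and 47.9% of 491 with no filter. It was 31.4% under cyclic loess, 44.8% under median scaling and 48.6% with array quality weights. The median log2 change of all tested probes was -0.05 as reported, 0.09 under median scaling, and -0.32 with no normalization, so changes there are relative to that shift.

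The log2 change of rno-miR-34a stayed above 0 under all 19 alternatives, from 2.25 to 4.48, with an adjusted p from 0.000112 to 0.991. It lost the threshold under 8 of them. That of rno-miR-3598 stayed above 0 under the same 19, from 0.33 to 0.98, and passed the threshold only with array quality weights. When adjusted over the list alone it also passed with the deposited values, with no filter, with the methods' t-test and without AA replicate 20. Among values far from any threshold, the sign turned for rno-miR-1839-5p (leave-one-out range -0.36 to 0.23), for rno-miR-1306-3p with array quality weights (0.12), for hsa-miR-1306 with array quality weights (0.13) and without AA replicate 20 (leave-one-out range -0.59 to 0.050), for rno-miR-3599 (leave-one-out range -0.44 to 0.061) and for rno-miR-3601 with no normalization (-0.0039) and with the median over spots (-0.027). The signs of rno-miR-3068-5p and rno-miR-3600 did not turn.

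The number of lists past 0.05 was 0 to 1 over the leave-outs, with the fibrosis list the only call, without AA replicate 20. The p53 response list pointed down in its test with no normalization (median -0.56). Its median was also below 0 under median scaling (-0.14, with 3 of 9 members higher) and without control replicate 14 (-0.073), where the test pointed up. The leukocyte list, whose test pointed down as reported although its median was above 0, pointed up under cyclic loess (median 0.22), no filter (0.079), median scaling (0.25), the deposited values (0.26), and without control replicate 14, AA replicate 20 or AA replicate 21. Over the leave-outs its median ran from -0.0028 to 0.34. The median of the kidney epithelium list ran from -0.54 to 0.25 over the leave-outs and was above 0 only without AA replicate 20, with 11 of 13 members higher in AA.

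The count of detected probes on at least 1 array ran from 870 (a signal of 64) to 1523 (scanner signal), and on all arrays from 457 to 711. The median r between arrays ran from 0.936 to 0.942. Signal over background limits what AA replicate 20 can show, since 756 of the 1132 tested probes were well above background there, against 961 to 1108 on the other arrays.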

Other observations

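The tests on probes of other species, on base content and on rno-miR-3600 were written before their results were seen, and every other test in this part was chosen after. The alternatives with no normalization and with an array left out were planned, but their use to weigh an explanation was not. Splits of the 6 arrays into 3 and 3 were counted for each comparison. Of 10 splits, 1, the real one, gave as many calls over all probes, and likewise 1 among rat probes. With 10 splits the share cannot fall under 0.1, so these counts alone cannot exclude chance. For custom probes, the study's sequences and the lists the real count was 0, so all 10 splits necessarily gave as many and the count of splits decides nothing. The split of control replicates 13 and 14 and AA replicate 19 from the other arrays gave 130 probes at an unadjusted p under 0.05, more than the 56 of the real split. With control replicate 15 and AA replicate 21 as a block, 57 probes and the same 2 calls were found. This block holds 1 array of each group, so it changes the error and not the log2 change.

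The number of probes at or above 32 here was 1131. That is lower than the value quoted from the study above. A signal of 16 gave 1490 and scanner signal 1523, both close to the quoted value. For rno-miR-3598 the study states no adjustment of the value quoted above. The unadjusted p in limma here was 0.0170, from another test and another normalization, so the 2 values are not like for like. The unadjusted p was 0.00442 with the methods' t-test on the quantile-normalized values, and 0.00190 in limma on the deposited values. A t-test on the deposited values was not run. The adjusted p in limma was 0.871.

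AA replicate 20 lost most of its signal. Set against the median of the other arrays, the log2 ratio had a median of -2.85 over 59 bright rat probes, -3.98 over 12 bright custom probes and -3.39 over the 17 reporters of 5S rRNA. Lower scanner gain or less dye over the whole array is argued against by the PUC2PM and a-PUC2PM control spots, which were brighter there, with a log2 ratio of 0.67. A loss of kidney miRNA under AA as the whole cause is argued against by the PM-20B spike calibration spots, which fell by 3.57 on the log2 scale with the kidney probes. Less labelled RNA on this array is a candidate explanation, since 5S rRNA fell as much. It was found and tested on the same array.

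Probes with simple targets lost less signal on AA replicate 20. Of 333 probes above 500 on the other arrays, 33 had a repeated dinucleotide or a run of A in the target. Their median log2 ratio was -0.21, against -3.15 for the other 300 probes and -3.57 to -2.72 for 95% of 10000 random sets of like brightness. The ratio was above -1 for 24 of the 33 and for 44 of the 300, so most probes that kept their signal had no such target. Binding that does not depend on miRNA, for instance to the tail or the tag, may therefore give part of the signal of such probes. Of the 33, 2 were rat or custom probes. The rno-miR-3601 probe also lost little, with a log2 ratio of -0.86, and 56.6% of the 53 probes above 10000 lost more. For this probe, compression of very bright signal cannot be told apart from binding of another kind, because the brightest probes lost less as a class. A biological explanation was not tested.

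Control replicate 15 and AA replicate 21, from different groups, lay together on the second component. Stricter hybridisation on these arrays is a candidate explanation. In 102 pairs of an other-species probe and a bright rat probe 1 or 2 edits away, the log2 ratio of near to rat probe was lower on these arrays by a median of -0.17, and 75 pairs were lower. The median ratio was -0.41 and -0.45 on these arrays and between -0.32 and -0.24 on control replicates 13 and 14 and AA replicate 19. It was lowest, at -0.60, on AA replicate 20, which does not lie with them on that component, so the ratio alone does not mark this split. Overall brightness cannot be told apart from it. Both arrays were dimmer than control replicates 13 and 14 and AA replicate 19, although control replicate 14, at the far end of that component, had a mean signal only 1.14 times that of control replicate 15, and AA replicate 20, the dimmest, does not lie with them. No label names a batch.

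The rise of rno-miR-34a was set against 4 technical explanations. With no normalization the log2 change was 2.25 with a standard error of 0.87. The smallest change when 1 array was left out was 2.26, without AA replicate 19. Conditions peculiar to control replicate 15 and AA replicate 21 are argued against, because among the other 4 arrays the change was 2.45 with a standard error of 0.30. The miR-34c probe, a relative named here for this test, changed by 0.27 with a standard error of 0.26, so signal from miR-34c RNA is argued against. A rise of miR-34a RNA under AA stays as a hypothesis.

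The higher signal of rno-miR-3598 in AA did not rest on AA replicate 20, since the log2 change without it was 0.95 with a standard error of 0.23. With no normalization the log2 change was 0.33, a value that the signal loss of AA replicate 20 lowers whatever the cause. With that array left out as well it was 1.15 with a standard error of 0.65. This is under 2 standard errors, so an effect of normalization cannot be told apart from a change in the animals by it. Cyclic loess, median scaling and the deposited values gave 0.77, 0.75 and 0.97. The comparison with control did not pass, with an adjusted p of 0.871 in limma, and an effect of AA stays open.

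More than 80% of the probes on the array were made for other species. Of those 1 or 2 edits from a rat probe that reached 32, 276 of 340 (81.2%) reached 32 as well, against 26 of 515 (5.05%) near a rat probe that did not. The difference of 76.1 percentage points is in line with RNA of rat miRNAs binding to probes of near sequence. This can account for 30.2% of the detected other-species probes. A further 52.0% (475 probes) lay more than 5 edits from every rat target. Their median G content was 36.4%, against 27.3% for far probes under 32 and 27.3% to 30% for 95% of random sets. The other bases lay outside their random ranges too. C was higher, at 23.8% against 19.0% to 22.7%. A was lower, at 14.3% against 20% to 22.7%, and so was U, at 19.0% against 23.8% to 27.3%. Base composition is thus a candidate explanation for part of this signal, and rat RNAs without a probe of their own stay open.

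Of the 100 custom probes, 11 lay within 3 edits of a known rat miRNA target, and for 10 of these the nearest was rno-miR-378. One of them is rno-miR-3600, with the target UGUGGACUUGGAGUCAGAAGG, which differs from rno-miR-378 by A1U and C2G, counted from the 5′ end with the miR-378 base first. The targets of rno-miR-3598, rno-miR-3599 and rno-miR-3601 were at least 7 edits from every rat target. Over the 6 arrays the normalized log2 signals of the rno-miR-3600 and rno-miR-378 probes had a Pearson's r of 0.751 (exact permutation p 0.0986, two-sided) and a Spearman's rho of 0.829 (exact permutation p 0.0583). Without the 2 arrays farthest from the median of rno-miR-378, r was 0.95. A share of the rno-miR-3600 signal may come from miR-378 RNA, and 6 arrays are too few to settle it.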
